A study of Mus musculus with 4 samples.

How the data were processed

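The series held 4 RNA-seq libraries of mouse intestinal tissue, 2 labelled RVC and 2 labelled fresh frozen, each with its own batch number. Per the labels' protocols, tissue was dissolved in TRIzol, RNA was purified on columns, ribosomal RNA was depleted enzymatically, and libraries were made with the KAPA HyperPrep kit and sequenced as 150-bp read pairs on an Illumina NextSeq. Depletion of ribosomal RNA keeps RNAs without a poly(A) tail, so small noncoding and histone RNAs are part of the totals. Per the design text of the series, the authors aligned reads with TopHat 2.1.1 to the mouse genome GRCm39 and estimated abundances with Cufflinks 2.2.1, both with default parameters. The annotation release, a strand setting, read counts and any filter of reads were not stated in the labels used here.

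The deposited values were FPKM per transcript, as Cufflinks wrote them, with lower and upper FPKM confidence bounds, coverage (a signal of reads per base), transcript length and a status for each estimate, per the file headers. The FPKM values deposited by the authors are not counts, so no count model was used. FPKM divides by transcript length and by mapped fragments, so a few abundant RNAs lower all others in the same library. Short transcripts receive high and unstable FPKM values because few fragment positions fit within them. Cufflinks divides reads between overlapping transcripts by likelihood, so a transcript can be listed near 0 in a library whose reads were assigned to its neighbours. Values of near-identical genes share reads in the same way, and without strand information antisense genes can share them too. An estimate with too many fragments at a locus received a status other than OK and was listed at 0. This held for 8 transcripts of 7 genes, 2 of them transcripts of Muc3.

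Of the 141738 transcripts, 99.1% were in the GENCODE vM39 annotation of GRCm39, all of these overlapped their position there, and 74.3% of these had exactly the same ends. Gene types were taken from that annotation, and gene names and coordinates from the files, with starts counted from 1. Exact fragment counts could not be recovered, since FPKM values from a likelihood model are not multiples of single reads. An approximate absolute depth was not estimated from the coverage values. Relative depth was read from the median ratio of coverage to FPKM among transcripts of at least 300 nt above 1 FPKM.

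Gene FPKM was the sum over the transcripts of a gene. Libraries were scaled by median ratio to their geometric mean, and log2(scaled FPKM + 1) was analysed, with a pseudocount of 1. A gene was tested if its mean scaled FPKM over the 4 libraries was at least 1, its longest transcript at least 300 nt, and the status of all its transcripts OK in every library. That gave 13775 genes, and the same rules gave 24188 transcripts. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, two-sided, 4 libraries, no covariate), with Benjamini-Hochberg adjustment over all genes or transcripts and a threshold of 0.05. Of 34 lists of marker and response genes, 30 had at least 3 tested members and were compared with camera at a preset correlation of 0.01, adjusted over the sets. Lists of 23 colon and 24 ileum genes were described on deposited FPKM values and were not used to regroup libraries. Descriptive values were Pearson's r, the number of genes at least 2-fold apart, and Spearman's rho with the length of the longest transcript. Tables were joined with pandas 2.3.3 and drawn with matplotlib 3.10.9.

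Groups, tests, gene lists, filters, the alternatives tried and the rule for named genes were fixed before the data were examined, apart from the alternatives given as added later. Named genes were to be the 5 with the largest rise and the 5 with the largest fall among genes past the threshold whose groups did not overlap. Where fewer passed, the list was filled with genes of smallest unadjusted p whose groups did not overlap, and predicted genes were passed over. For transcripts the same rule gave 3 in each direction, and transcripts of genes already named were passed over as well. Predicted genes past the threshold are named as well and were chosen after their values were seen. Alternatives were a pseudocount of 0.1, no scaling, upper-quartile scaling, no filter on low values, a mean of at least 5 FPKM, no length minimum, every status kept, a block on sample number, no trend, camera with an estimated correlation, fry, and each library left out. The most abundant transcript in place of the gene sum, and scaling, were tried for the segment lists.

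The gene test was tested on simulated data with 200 genes changed 2-fold or 4-fold in 10 simulations. With spreads drawn from the fitted prior, 79.4% of 2-fold and 98.8% of 4-fold changes among 13584 genes were recovered, and 5.45% of calls were false. With the spread of each gene as moderated by eBayes, which draws very variable genes towards the trend, 97.9% of 2-fold changes were recovered and 12.98% of calls were false. For transcripts, with spreads drawn from the prior, 0.469% of 2-fold and 50.2% of 4-fold changes were recovered among 23060, and 7.00% of calls were false. With the moderated spread of each transcript, 40.6% of 2-fold and 96.3% of 4-fold changes were recovered among 23175, and 10.4% of calls were false. In the set test on 13775 genes, a set shifted by 0.5 on the log2 scale was recovered in 10 of 10 simulations, with a mean of 0.3 other sets called. Every gene was drawn independently there, so sets whose members vary together were not simulated. The number of false sets in the real data is therefore not known from it.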

Results

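RNA was sequenced from intestinal tissue of adult male C57BL/6NTac mice, a wild-type strain, kept under specific-pathogen-free (SPF) conditions. Of the 4 libraries, 2 were labelled as processed with 4 mM ribonucleoside vanadyl complex (RVC), an inhibitor of ribonucleases, and 2 as fresh frozen. A single protocol text, which describes flushing and rinsing the tissue with RVC, accompanied all 4 libraries, so the handling of the fresh-frozen tissue is known from its label only. The purpose stated for the series was a measurement of bulk gene expression to set beside imaging by MERFISH, in which transcripts are counted in tissue sections by repeated in situ hybridisation. The labels state no separate question for RVC against fresh frozen. Each library carried its own batch number, so batch and group cannot be told apart, and no comparison within a batch could be made. It is not clear whether these numbers mark sequencing batches or only count the samples.

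Every library listed the same 141738 transcripts of 55203 genes as fragments per kilobase of transcript scaled to the number of mapped fragments (FPKM). The number of sequenced fragments is unknown. The ratio of coverage to FPKM, which rises with the number of mapped fragments, placed RVC library 1 at 81.8% of the deepest library, fresh frozen 2. RVC 2 stood at 79.8% and fresh frozen 1 at 72.6%. For transcripts above 1 FPKM and at least 300 nt long, the confidence bounds in the files lay a median of 16.9% from the value in fresh frozen 2 and of 19.4% in fresh frozen 1, with the RVC libraries between them. Genes at 1 FPKM or more numbered 14411 in RVC 1, 14485 in RVC 2, 14247 in fresh frozen 1 and 14573 in fresh frozen 2. The FPKM values summed to 954308, 962928, 847754 and 849638 in the same order. Small noncoding RNAs took 50.0% and 47.6% of that sum in the RVC libraries and 38.8% and 42.8% in the fresh-frozen libraries. Over the genes compared, median-ratio scaling factors lay between 0.991 and 1.01.

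The labels named ileum as the tissue, whereas the protocol and design texts named distal colon, so marker genes of both segments were examined in each library on the deposited FPKM scale. The median of log2(FPKM + 1) over a list of 23 colon genes exceeded that over a list of 24 ileum genes by 6.05 in RVC 1, 5.38 in RVC 2, 5.11 in fresh frozen 1 and 6.05 in fresh frozen 2. The mean excess was 5.65 ± 0.48 (SD, n = 4). Leaving out fresh frozen 1 moved this mean most, to 5.83. In each library 22 of the 23 colon genes and 11 of the 24 ileum genes reached 1 FPKM. Among colon genes, Car1 (ENSMUSG00000027556, chromosome 3, 14831276 to 14873428, GRCm39) measured 1655 ± 90.2 FPKM (SD, n = 4), and Hoxb13 (ENSMUSG00000049604, chromosome 11, 96085142 to 96088273) measured 122 ± 16.02 FPKM (SD, n = 4). Hoxa13 measured 21.3 ± 0.751 FPKM (SD, n = 4). Among ileum genes, the bile acid binding protein gene Fabp6 (ENSMUSG00000020405, chromosome 11, 43486876 to 43492367) measured 3.37 ± 0.514 FPKM (SD, n = 4) and the bile acid transporter gene Slc10a2 measured 2.73 ± 0.40 FPKM (SD, n = 4). Fgf15, Apoa4, Defa17, Defa22 and Defa26 were listed at 0 in all 4 libraries. The most abundant gene of the ileum list was Clec2h, at 252 ± 19.95 FPKM (SD, n = 4).

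**Figure D1:**
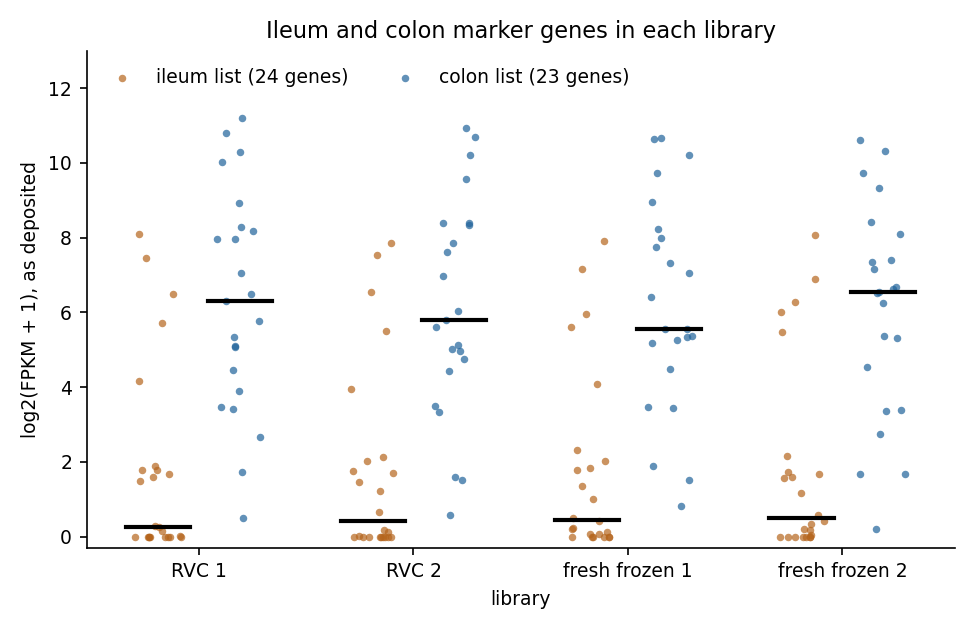
Each point is a gene of the ileum list (brown, 24 genes) or the colon list (blue, 23 genes), drawn as log2(FPKM + 1) on the vertical axis in each of the 4 libraries, and black lines mark list medians. The colon median lies above the ileum median by 5.11 to 6.05 in every library.

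The libraries were next compared with one another over 13775 genes with a mean scaled FPKM of at least 1. Across genes, which are not independent replicates, Pearson's r of log2(scaled FPKM + 1) was 0.988 between the RVC libraries and 0.986 between the fresh-frozen libraries. The 4 pairings of an RVC with a fresh-frozen library gave r between 0.977 and 0.982, each below both within-group values. Without the minimum transcript length of 300 nt, which moved these values most, mean r fell to 0.954 within groups and 0.948 between groups. Genes at least 2-fold apart numbered 100 between the RVC libraries and 118 between the fresh-frozen libraries. Between groups the number ranged from 132 to 182.

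Expression in RVC and fresh-frozen libraries was compared gene by gene with limma, in a two-sided moderated test on log2(scaled FPKM + 1) with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes near 1 FPKM. Of the 13775 genes, 5 had an adjusted p-value under 0.05, 2 of them higher and 3 lower in RVC. At an unadjusted p under 0.05 there were 2530 genes, or 18.4%, of which 1292 were higher and 1238 lower. Counts of calls depended on the fit: a block on sample number, which moved the count most, gave 123 genes, whereas fits without a filter on low values or without a mean-variance trend gave 0. The values of the groups did not overlap for 7323 genes, or 53.2%, where chance gives 33.3%. Of these, 16 genes lay at least 2-fold apart, 13 higher and 3 lower in RVC, whereas without fresh frozen 1 there were 25 higher and 28 lower. The same measures were taken for the other 2 ways of splitting the libraries into pairs. RVC 1 and fresh frozen 2 against RVC 2 and fresh frozen 1 gave 18 genes at least 2-fold apart without overlap and 4 genes with an adjusted p under 0.05, against 16 and 5 for the groups, and it gave 310 genes at an unadjusted p under 0.05 and 25.4% of genes without overlap. Sample number 1 against 2 gave 5 genes at least 2-fold apart, 0 adjusted calls, 196 genes at an unadjusted p under 0.05 and 21.4% without overlap. The splits are not separate evidence, because a gene with distinct values is without overlap in exactly 1 of them. The 53.2% of the groups thus lowers the shares of the other 2 splits. A difference between the groups also widens the spread within those splits, which lowers their counts at an unadjusted p under 0.05. A permutation test of 2 libraries against 2 cannot give a p below 0.333, so single genes rested on the model across genes.

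The 5 genes that passed were Slc10a7 and the predicted genes Gm3787, Gm20257, 4930506C21Rik and Gm15725, each with a limma adjusted p of 0.0375. Slc10a7 (ENSMUSG00000031684, chromosome 8, 79235975 to 79460632), a protein-coding gene, measured 4.34 ± 0.298 scaled FPKM in RVC and 13.9 ± 1.19 in fresh frozen (SD, n = 2 each), a log2 fold change of -1.48 (SE 0.126). A 121-nt transcript of this gene, ENSMUST00000209643, was listed at 0 in both RVC libraries and at 7.45 and 9.28 scaled FPKM in the fresh-frozen libraries. With transcripts under 300 nt left out of the gene sum, the log2 fold change was -0.30 and the adjusted p 0.259, and 0 of the 13746 genes then tested passed, with 2577 at an unadjusted p under 0.05. Slc10a7 also lost its call without a filter on low values, without the length minimum and without a trend, at limma adjusted p-values of 0.402, 0.0956 and 0.0578, and over its 10 alternatives the adjusted p ran from 0.00229 to 0.402. Gm20257 (ENSMUSG00000102059, chromosome 1, 58691800 to 58694990) measured 14.7 ± 1.12 scaled FPKM in RVC and 5.06 ± 0.529 in fresh frozen (SD, n = 2 each). Its 130-nt transcript carried 12.96 and 14.9 scaled FPKM in RVC and 4.49 and 3.81 in fresh frozen. 4930506C21Rik (ENSMUSG00000087478, chromosome 17, 8512198 to 8529912), a long noncoding RNA gene that overlaps Mpc1 on the opposite strand, measured 2.76 ± 0.140 in RVC and 8.89 ± 0.801 in fresh frozen (SD, n = 2 each). The pseudogene Gm3787 (ENSMUSG00000116284, chromosome 15, 77253694 to 77255210) was listed at 0 in both RVC libraries and at 4.68 and 2.99 in fresh frozen, all of it in a 132-nt transcript. The pseudogene Gm15725 (ENSMUSG00000083405, chromosome 16, 37702904 to 37703993), which lies within Lrrc58, measured 4.16 and 2.61 in RVC against 0.001 or less in fresh frozen.

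Among genes with an established symbol, only Slc10a7 passed the threshold, and the other 9 named genes, chosen as those with the smallest p whose groups did not overlap, fell short of it. Tfrc (ENSMUSG00000022797, chromosome 16, 32427738 to 32451612), which encodes the transferrin receptor, measured 18.5 ± 0.249 scaled FPKM in RVC and 43.3 ± 8.45 in fresh frozen (SD, n = 2 each). Its log2 fold change was -1.17 (SE 0.145), with a limma adjusted p of 0.0741. Eri2, Gt(ROSA)26Sor and Clca3a2 were also lower in RVC, with log2 fold changes of -0.98, -0.87 and -1.08 and limma adjusted p-values of 0.0741, 0.0895 and 0.1101. Eri2 and Gt(ROSA)26Sor overlap genes on the opposite strand, so their values are uncertain where strand was not used. Higher in RVC was Ccl21a (ENSMUSG00000094686, chromosome 4, 42772860 to 42773993), at 73.0 ± 12.8 scaled FPKM against 32.3 ± 1.58 (SD, n = 2 each), a log2 fold change of 1.14 (SE 0.139) with a limma adjusted p of 0.0741. This chemokine gene has near-identical copies in the mouse genome that share reads with it. The remaining 4 were the immunoglobulin kappa variable genes Igkv4-80, Igkv8-24, Igkv3-2 and Igkv12-41 on chromosome 6, with log2 fold changes of 1.46, 2.06, 1.59 and 1.42. Their limma adjusted p-values were 0.0569 for Igkv4-80 and 0.0741 for the other three, and reads shared among related variable genes make these values uncertain. Igkv4-80 passed the threshold, at adjusted p-values of 0.0447 to 0.0483, with a pseudocount of 0.1, without scaling or with upper-quartile scaling, and over its 9 alternatives the limma adjusted p ran from 0.00471 with a block on sample number to 0.402 without a filter on low values.

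**Figure D2:**
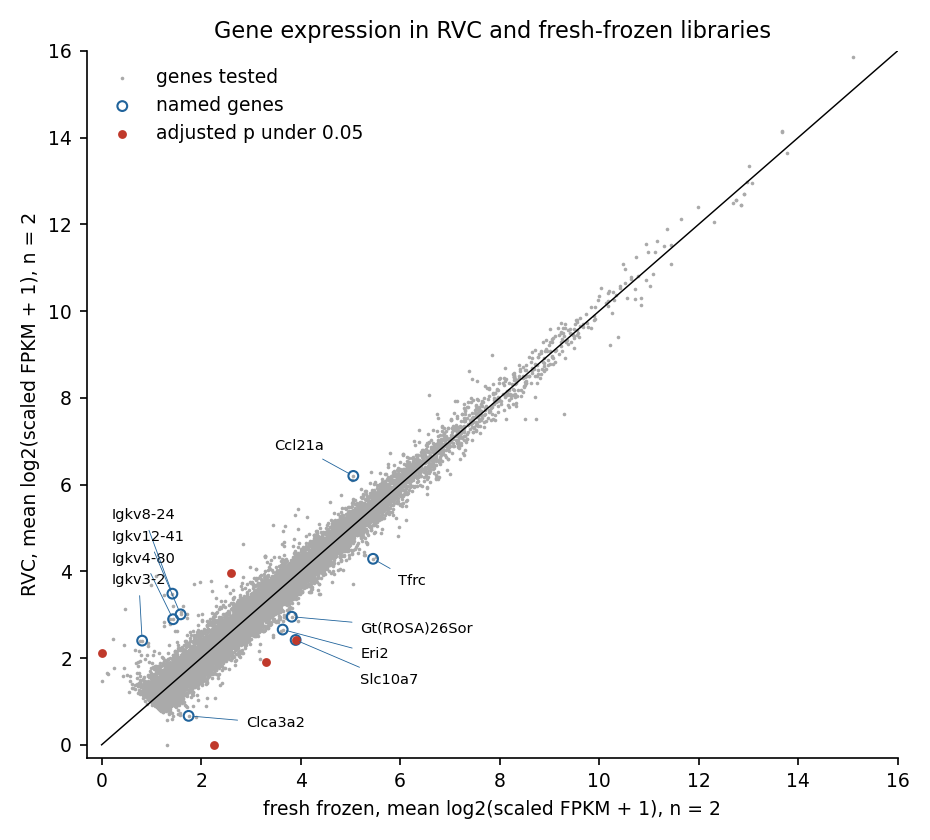
Each grey point is one of 13775 genes, with the mean of log2(scaled FPKM + 1) over 2 fresh-frozen libraries on the horizontal axis and over 2 RVC libraries on the vertical axis. Red points are the 5 genes with an adjusted p under 0.05, blue circles are the named genes, and most genes lie close to the line of equal expression.

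Single transcripts were compared in the same way. Of 24188 transcripts, 1 passed an adjusted p of 0.05, and 3741 had an unadjusted p under 0.05. With the minimum length removed the count was 7, the largest move. The transcript that passed, ENSMUST00000238271 of Calm2 (chromosome 17, 87743054 to 87754363, 403 nt), was listed at 37.0 and 37.4 scaled FPKM in RVC and at 0.000207 and 0.00017 in the fresh-frozen libraries, with a limma adjusted p of 0.00371. The sum over all transcripts of Calm2 was 304 ± 14.9 in RVC and 359 ± 57.1 in fresh frozen (SD, n = 2 each), with a limma adjusted p of 0.402. Transcripts of Niban1 and Suclg2 higher in RVC, and of Mier1, Cryz and Slc4a2 lower in RVC, came next without passing, at limma adjusted p-values of 0.0661 to 0.0866. The Mier1 transcript ENSMUST00000030247 measured 0.689 ± 0.147 scaled FPKM in RVC and 12.0 ± 0.567 in fresh frozen (SD, n = 2 each), whereas Mier1 as a whole measured 76.3 ± 5.09 and 69.5 ± 1.16. None of the genes of these 5 transcripts passed the threshold, and that of Niban1 had the lowest limma adjusted p, 0.129.

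Lists of marker and response genes fixed in advance were compared with camera, which tests the members of a list against all other genes with a preset correlation of 0.01 between members. Of 30 sets with at least 3 members tested, 13 had an adjusted p under 0.05, 8 higher and 5 lower in RVC. With the correlation estimated from the data, or with fry, 0 sets passed, and at an unadjusted p under 0.05 these tests counted 0 and 4 sets. No call held under either. In 6 of the 13 sets, the medians of all 4 pairings lay on one side of 0 and exceeded in size both differences within a group. The smooth muscle set had a median log2 fold change of 0.61 with 13 of 13 genes higher (camera adjusted p 6.41e-09), and over the 4 pairings of libraries its median ran from 0.44 to 0.82. Its most abundant member, Actg2, measured 406 ± 141 scaled FPKM in RVC and 170 ± 49.1 in fresh frozen (SD, n = 2 each). The endothelial set, with 10 of 10 genes higher, had a median of 0.57 (camera adjusted p 1.93e-06). The plasma cell set, with 7 of 7 genes higher, had a median of 0.62 (camera adjusted p 9.79e-05), and its most abundant member Igkc measured 506 ± 31.0 in RVC and 240 ± 98.5 in fresh frozen (SD, n = 2 each). Macrophage and dendritic cell genes (0.41), immediate early genes (0.35), replication-dependent histones (0.28), enteric neuron genes (0.26) and circadian clock genes (0.22) were the other sets higher in RVC. Enteric neuron genes no longer passed without the length minimum or at a mean of at least 5 FPKM. Without fresh frozen 1 the median of the enteric neuron genes shrank to 0.015, that of the histones to 0.12 and that of the immediate early genes to 0.21, and without RVC 2 that of the smooth muscle genes shrank to 0.40.

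Lower in RVC were the mitochondrially encoded genes, with a median log2 fold change of -0.26 and 11 of 11 genes lower (camera adjusted p 0.00432). This median shrank to -0.096 without RVC 1 and ran from -0.51 to -0.033 over the pairings, and the RVC libraries differed by -0.31 (RVC 1 less RVC 2), more than the groups did. Interferon response genes (-0.26), enteroendocrine genes (-0.26), stem and proliferation genes (-0.24) and cytosolic ribosomal protein genes (-0.092) were lower as well. The ribosomal protein median changed sign to 0.0071 without RVC 1 and to 0.027 without fresh frozen 1. The interferon response median differed by 0.26 between the RVC libraries and by 0.36 between the fresh-frozen libraries, as much as between groups. It shrank to -0.11 without fresh frozen 1, and the set no longer passed at a mean of at least 5 FPKM. The enteroendocrine median shrank to -0.13 without fresh frozen 2, and that of the stem and proliferation genes went to -0.12 without RVC 1 and to -0.46 without fresh frozen 1. Absorptive epithelium (0.080), the colon list (0.12) and the ileum list (0.028) did not pass. Among 421 tested genes of all lists, 0 passed the adjustment over all genes tested, with 123 at an unadjusted p under 0.05, and 29 passed when adjusted over these 421 genes together, 23 higher and 6 lower. With each list adjusted over the list alone there were 63 passes in all, 46 higher and 17 lower. The smooth muscle set had 11 of 13 genes among them, the endothelial set 8 of 10, the plasma cell set 4 of 7 and, on the lower side, the stem and proliferation set 5 of 11 and the interferon response set 4 of 13.

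**Figure D3:**
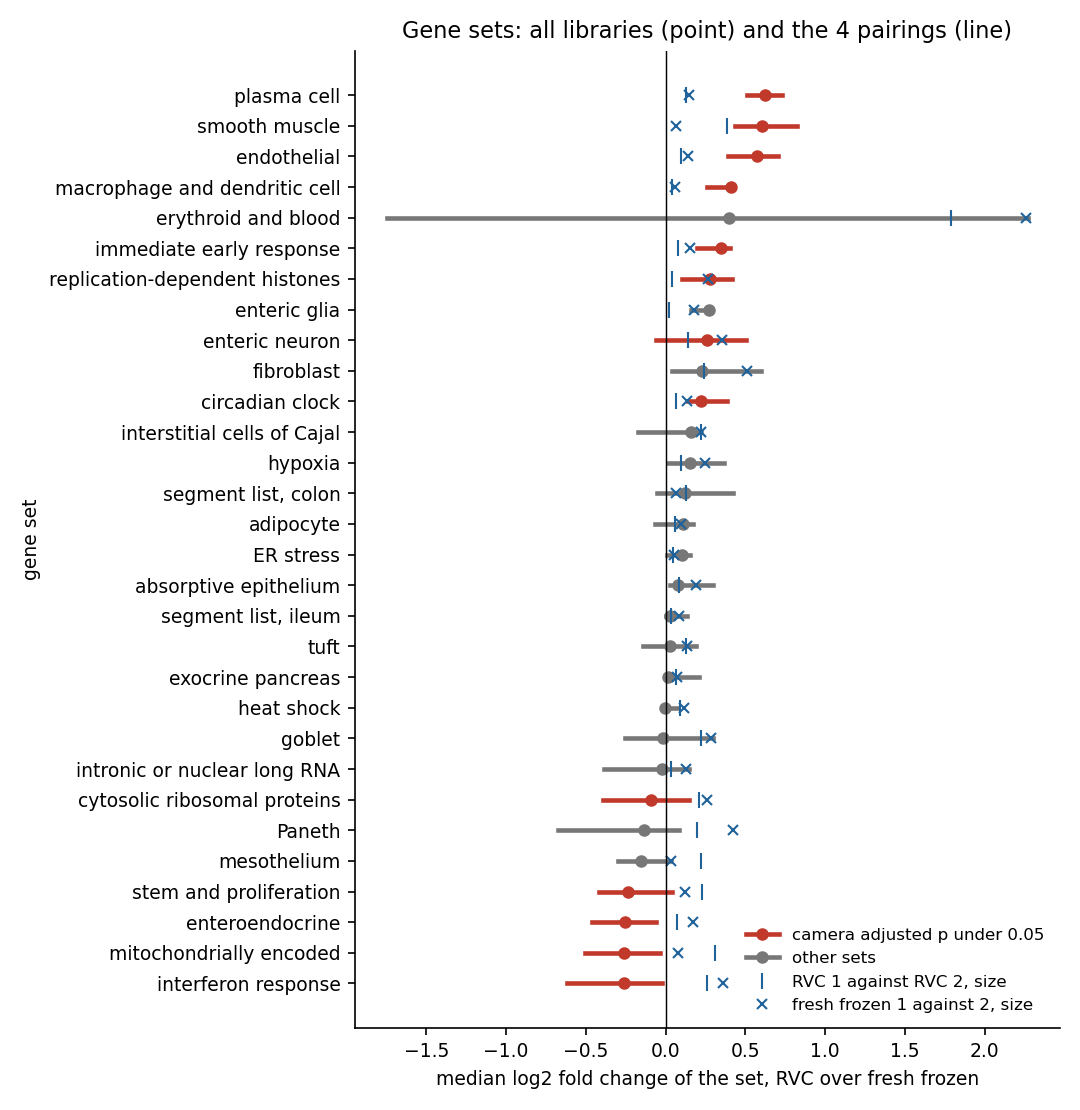
Points give the median log2 fold change (RVC over fresh frozen) of each of 30 gene sets, lines the range of that median over the 4 pairings of libraries, and blue marks the size of the difference between libraries of one group. Red sets had a camera adjusted p under 0.05 with the preset correlation, and the line of the smooth muscle set runs from 0.44 to 0.82.

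The relation of fold change to transcript length was described by Spearman's rho across genes, without a test since genes are not replicates. Over all libraries rho was -0.067. RVC 1 gave 0.057 against fresh frozen 1 and -0.123 against fresh frozen 2, and RVC 2 gave 0.0079 and -0.204. Within groups rho was 0.097 between the RVC libraries and -0.242 between the fresh-frozen libraries, the largest of the 6 values in size. Without fresh frozen 2 the overall value changed sign to 0.038.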

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

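The tests of both patterns below were chosen only after the results were seen.

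Muc3 lay outside the comparison because its status was not OK in 3 libraries, yet it stood at 1327 FPKM in RVC 2. Its 2 transcripts were listed at 0 in RVC 1, fresh frozen 1 and fresh frozen 2. The status recorded a locus with too much data in exactly those 3 libraries (3 of 3 zeros), and this status is also what set the gene apart, so its match with the zeros tests nothing. The zeros were not read as measured levels, and no value of these tables gives the level of Muc3 in those 3 libraries. No biological explanation was tested.

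A total of 895 genes whose longest transcript was under 300 nt reached a mean of 1 FPKM and were left out of the comparison. Together with other short transcripts they took between 19.4% and 26.5% of the summed FPKM of a library. In these genes, libraries of one group differed by a median of 0.76 on the log2 scale, against 0.17 for longer genes of matched abundance. This larger difference than in longer genes is in line with estimation noise of short transcripts. The means of the groups differed by a median of 0.63 in these genes, against 0.55 between the means of sample numbers 1 and 2 and 0.53 with the numbers crossed. Reads of small RNAs lost or kept in library preparation stay open as a further source and were not tested, and no biological explanation was tested.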

How the results depend on the processing

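Fits with transcripts under 300 nt left out of gene sums, with a crossed block, and of named genes under other filters, the block and no trend, were added after the data were seen. The count of 5 genes past the threshold became 2 at a mean of at least 5 FPKM, 123 with the replicate block (80 higher, 43 lower), and 0 without a filter on low values, without a trend and with transcripts of at least 300 nt only. At an unadjusted p under 0.05, the fits with 0 calls counted 3531, 2462 and 2577 genes. The last of these is explained in part by construction, since 3 of the 5 genes owed their difference to a short transcript. For the other changes the cause was not tested. Without the length minimum 7 genes passed, and 0 of the 5 were among them. A pseudocount of 0.1, no scaling and upper-quartile scaling each gave 6 genes, including all 5, and keeping every status gave 5.

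Same-numbered libraries did not deviate together (r = -0.134 across genes), so the numbers were not taken to pair the libraries and the blocked counts are given for completeness. With the replicate block 1 transcript, 15 sets (the 13 sets plus fibroblast and erythroid genes) and all 10 named genes passed, at adjusted p-values of 0.00192 to 0.0225 for the named genes. Crossing the numbers in the paired fit gave 12 genes (8 higher, 4 lower).

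The count of 1 transcript became 0 without a filter on low values (9167 at an unadjusted p under 0.05), 6 at a mean of at least 5 FPKM and 7 without the length minimum. The count of 13 sets stayed between 11 and 15 under the other filters, scalings and the block (11 at a mean of at least 5 FPKM, without enteric neuron and interferon response), and became 0 with an estimated correlation and with fry. The cause was not tested.

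The count of 16 genes at least 2-fold apart without overlap became 46 with a pseudocount of 0.1, 8 at a mean of at least 5 FPKM and 58 without the length minimum. It ran from 53 to 76 across the 4 comparisons that each left out one library, where fewer libraries make overlap rarer, with 25 higher and 28 lower without fresh-frozen replicate 1 and more genes higher than lower without any other. Mean r within and between groups was 0.982 and 0.973 with a pseudocount of 0.1, 0.993 and 0.990 without a filter on low values, and 0.954 and 0.948 without the length minimum. Between groups it was 0.976 at a mean of at least 5 FPKM. In each of these settings r within groups stayed above r between groups.

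The excess of the colon over the ileum list ran from 5.51 to 5.83 with one library left out, and rho with transcript length from -0.171 to 0.038. The ribosomal protein median reversed to 0.0071 without RVC replicate 1 and to 0.027 without fresh-frozen replicate 1, with a range of -0.242 to 0.027 over the 4 libraries left out in turn. The heat shock median, not past the threshold in any direction, went from -0.0053 to 0.044 with transcripts of at least 300 nt only. Among the 10 named genes and the 4 predicted genes past the threshold, 0 of 132 values with all libraries and 0 of 56 with one library left out changed sign. Slc10a7 lost its call in 4 of its 10 alternatives, with transcripts of at least 300 nt only, without a filter on low values, without the length minimum and without a trend. Igkv4-80 gained one in 4 of its 9 alternatives, with a pseudocount of 0.1, without scaling, with upper-quartile scaling and with the replicate block, at adjusted p-values from 0.00471 to 0.402 over the 9. Set medians changed sign in 13 of the 120 values with one library left out.

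Transcript results were limited more than gene results. In simulations with spreads drawn from the fitted prior, 0.469% of 2-fold transcript changes were recovered, against 79.4% of 2-fold gene changes. With the spread of each transcript or gene as moderated by eBayes, 40.6% were recovered against 97.9%. The number of fragments is unknown, so the part that depth plays in this was not tested.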

Other observations

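The tests of the tissue, of position along the gut, of the muscle and mucosa layers, of transcript length and of batch were set before their results were seen. The tests of plasma cell genes, a lower share of epithelium, Slc10a7, the Hoxd genes, the immunoglobulin genes, haemoglobin and single transcripts were chosen afterwards.

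The labels and the protocol name different tissues. The lowest value of Hoxa13, Hoxb13 and Hoxd13 in any library was 5.68 FPKM, and the colon list exceeded the ileum list in 4 of 4 libraries. These values are consistent with the protocol's distal colon and go against ileum as the main tissue of any of the 4 libraries, in a test that could have come out the other way.

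Several explanations were weighed for the differences between RVC and fresh frozen. A higher share of muscle and a lower share of mucosa would lower plasma cell genes, which belong to the mucosa, or leave them near 0, but these were higher by 0.62, from 0.51 to 0.73 over the pairings, with differences of 0.12 and -0.15 within the groups. This argues against the shares of the layers as the source of the plasma cell difference. For the smooth muscle genes (0.61) and other differences it stays open: absorptive epithelium did not fall (0.080, with 12 genes higher and 5 lower, and 0.25 without fresh frozen 1), but scaling would hold the median of a main tissue component near 0 even if muscle rose, so this value decides nothing. A lower share of epithelium would raise other cell types. Smooth muscle rose in every pairing by at least 0.44, and endothelial (0.57), plasma cell (0.62) and macrophage and dendritic cell genes (0.41) rose as well. Mesothelium fell (-0.16, from -0.30 to 0.035 over the pairings and from -0.24 to -0.044 with one library left out). Its 6 genes did not pass (camera adjusted p 0.408), and the RVC libraries differed by 0.22. Such a set cannot decide, so a lower share of epithelium stays open. Degradation that follows transcript length and is alike within each group would give 1 sign of rho in all pairings. The signs differed, and the strongest value (-0.242) came from within the fresh-frozen group. Degradation that differs from library to library is left open by this. Both pairings with fresh frozen 1 were positive (0.057 and 0.0079) and both with fresh frozen 2 negative (-0.123 and -0.204). Different positions along the gut remain open: the colon list moved by 0.12, from -0.055 to 0.42 over the pairings, with 0.30 without fresh frozen 1 and 0.050 without fresh frozen 2, and the ileum list moved by 0.028, with -0.010 without fresh frozen 1. The members of both lists went both ways. Batch cannot be told apart from group, since each of the 4 batch numbers held 1 library. Whether the numbers mark sequencing batches or only count the samples is unclear. If they mark batches, a batch effect would also add to the differences within groups. A difference between animals and an effect of RVC itself stay open as well and were not tested.

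The call of Slc10a7 rested on its 121-nt transcript, without which the log2 fold change was -0.30 in place of -1.48. This locates the difference but not its source: reads placed on the short transcript by the authors' quantification in 1 group only and a real change of that transcript cannot be told apart without read alignments.

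Hoxd10, Hoxd11, Hoxd12 and Hoxd13 varied between libraries without following the groups. Hoxd13 stood at 9.63 scaled FPKM in RVC 1, 25.98 in RVC 2, 39.0 in fresh frozen 1 and 5.73 in fresh frozen 2, and Hoxd11 at 1.57, 5.43, 6.19 and 0.897 in the same order. Over the 4 libraries these genes ranged by 1.29 to 2.57 on the log2 scale. The other 10 Hox genes tested ranged by at most 0.58, with a median of 0.35, which argues against depth or scaling and against a shift of the whole posterior Hox programme. Hoxb13 and Hoxa13 stayed within 0.42 and 0.12. Other genes, chosen after their values were seen, also set RVC 1 and fresh frozen 2 apart from the other two libraries. S100g, at 14.8, 21.1, 33.6 and 9.41 scaled FPKM, and Cldn8, at 8.19, 14.5, 18.9 and 10.1, were lower in RVC 1 and fresh frozen 2, whereas Ang4, at 42.0, 1.12, 1.93 and 13.3, and Slc9a3, at 80.3, 44.7, 31.2 and 104, were higher there. A small difference in the position sampled within the colon, to which the Hoxd cluster alone would respond among Hox genes, is a candidate explanation that remains untested.

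Immunoglobulin genes gave a negative correlation between the deviations of same-numbered libraries (r = -0.278 over 147 genes), so RVC 1 tended to share its deviations with fresh frozen 2. Igkv9-124 stood at 19.5 scaled FPKM in RVC 1, 1.79 in RVC 2, 1.43 in fresh frozen 1 and 20.2 in fresh frozen 2. Of the 147 genes, 12 lay at least 2-fold apart without overlap when numbers were crossed, 9 between RVC and fresh frozen, and 0 between sample numbers 1 and 2. Antibody repertoires differ between animals, so the negative correlation might come from the same animals under crossed numbers. Crossed numbers would pair RVC 2 with fresh frozen 1, and Ighv4-1 and Igkv4-63 were not shared between those libraries. Of 10000 lists of other genes matched on abundance, 502 gave an r as low, and with 4 libraries this explanation cannot be told apart from chance or from the position within the colon.

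Of the 6 named transcripts, 5 belonged to genes whose own unadjusted p was 0.05 or more. Transcripts of the named genes, which were chosen for a difference in their sums, had been passed over in this choice. Reassignment of reads between overlapping transcripts by the authors' quantification would leave gene sums in place, as in these 5 of 6, and so would a change in splicing. The deposited values hold no read alignments with which to separate them, and the 2 cannot be told apart.

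Haemoglobin genes differed between libraries of one group by more than between groups. Hbb-bs stood at 147 scaled FPKM in RVC 1, 41.8 in RVC 2, 146 in fresh frozen 1 and 29.7 in fresh frozen 2, and the log2 differences of the 4 haemoglobin genes within groups ran from 1.497 to 2.52. The red cell gene Alas2, outside the comparison for its low level, differed the same way by at least 0.69 in both groups. This is consistent with differing amounts of blood left in the tissue. Of the platelet genes, Pf4 differed by 0.25 and 0.043 and Ppbp, at 0.444 scaled FPKM or less in every library, by 0.42 and 0.26, all in the direction of the red cell genes, and whether platelets follow red cells stays open.

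The heat shock set had a median near 0 that hid opposite moves. The abundant chaperone genes Hsp90aa1, Hspd1 and Hspe1 were lower in RVC, with log2 fold changes of -0.47, -0.43 and -0.35, whereas Hspb1, Hspa1b and Hspa1a were higher by 1.36, 0.66 and 0.54. Hspb1 moved most, at 32.2 ± 2.59 scaled FPKM in RVC and 12.1 ± 3.30 in fresh frozen (SD, n = 2 each), with a limma adjusted p of 0.0741. These 6 genes were singled out after their values were seen. None of them passed the adjustment over all genes, and all passed when adjusted over the list alone. Hspa1a and Hspa1b are near-identical copies, so only their joint rise can be read. No explanation was tested.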
